A study of Mus musculus with 21 samples. Its data were reported in "Genomic properties of variably methylated retrotransposons in mouse" (2021).

How the data were processed

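CTCF ChIP-seq was performed on livers of 8 mice and 4C-seq on livers of 5 mice. Groups and liver numbers were taken from the labels of the samples. The names of the 4C-seq data number the livers 1 to 5, and they were joined to the labels 9 to 13 by sample. Whether any of these mice is among those of ChIP-seq was not tested. No batch is given by the labels. The 8 input samples were not analysed here, and no methylation value of any mouse was used.

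For ChIP-seq, the authors trimmed the reads with Trim Galore, aligned them to the mouse genome (mm10, which is GRCm38) with bwa, kept reads with a mapping quality of 10 or more, and called peaks and summits with MACS2 in each liver without pooling. Because reads inside IAPs are often not unique, this filter removes some of the signal within elements, and a summit at the edge of an element can stand for binding inside it. The deposited lists have a line per summit, with the score, the ratio of signal over local background as fold enrichment, −log10 p and −log10 q given by the authors' peak caller. The deposited score equalled 10 times −log10 q, rounded down to a whole number, in 100% of lines, and the lowest −log10 q of the lists was 2.00 to 2.05. Fold enrichment is the authors' own value of a peak within its own list. Means and SDs of fold enrichment are of the values as deposited. Livers were compared after centring each on its median over regions shared by all livers, and spread was compared against regions of like mean. Lists of different length do not by themselves show a change.

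For 4C-seq, the authors cut chromatin with DpnII and NlaIII, processed each viewpoint with the R package FourCSeq, and, by their methods, smoothed, normalised and log-transformed the counts per restriction fragment. The aligner is not given in the sources used here. The deposited value per fragment is a fraction: the values of a viewpoint and liver summed to 1 over fragments within 2 Mb, and all of them were whole multiples of the smallest non-zero value (tolerance 0.01 of a step). Neither smoothing nor a log scale is seen in such values, although the methods and the name of the deposited column state them. They were therefore read as linear shares, and the ppm, SDs and correlations given here rest on that reading. They were multiplied by 1000000 to give ppm. Counts were not derived from them, and no counting interval was computed.

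The elements and their classes (51 cVM-IAPs, 26 tsVM-IAPs, 26 false positive IAPs, 18 k-mer IAPs, 15 VM-ERVs and 18 ERVs that were not variable) and their LTR types were taken from the lists of the study as regions in which to look, and no value of those lists was used. The k-mer IAPs are listed by their LTR alone. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. Peaks of all livers overlapping by 1 bp or more were merged into regions. Annotation was taken from GENCODE in the reference of the same build, at the summit of highest fold enrichment or the middle of a fragment. An occupied element had a summit within 500 bp in at least 5 livers. Classes were compared in pairs with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment. As a background, elements were shifted 10000 times by 50 kb to 1 Mb. Intervals for shares are 95% Wilson intervals and cover counting error only.

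LTR copies were found with blastn 2.17.0, using the LTRs of 50 listed solo elements as queries (identity of at least 80%, e-value of 1e-20 or less, at least 50% of the query aligned), on the genome indexed with samtools 1.23.1 and read with pysam 0.24.0. Each copy took the type of its best query, and 8330 copies aligned over at least 90% of that query. No query was of type IAPLTR1a, so any copies of that type were counted under other types. A full-length element can give both its LTRs as copies. Tests and intervals on copies count each copy as independent. The CTCF motif is a matrix of 20 bp learned from windows of 100 bp around the 2000 strongest summits. A copy matched it when its best score passed the 99th percentile of shuffled copies. The rule that ties a merged region to an element (a summit within 500 bp in at least 5 livers), the criteria for LTR copies and the motif threshold were set while the data were analysed.

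Peak strength was the percentile of the mean fold enrichment among regions in all livers, and variability the percentile of the SD of centred log2 fold enrichment among 200 regions of like mean. Both were tested with 100000 random draws, two-sided. A shared order of livers was tested with Kendall's W and 100000 permutations of livers within regions, one-sided. 4C-seq fragments within 200 kb and outside 5 kb of the viewpoint were used, and differences were tested over livers with exact sign-flip tests, two-sided. CTCF fragments were compared within distance strata with edges at 5, 20, 50, 100 and 200 kb. The division of viewpoints into lowly and highly methylated ones is that of the study.

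The tests, their settings, the alternatives and the rule for naming loci were chosen before the data were examined, except where stated. The named loci are 10 of the IAPs the study assayed one by one, listed by name beforehand, the 3 most and 3 least variable and the 3 strongest cVM-IAP regions, the 3 strongest elements of other occupied IAP classes (all of them where a class had 5 or fewer), the 3 most variable shared regions with a mean above the median genome-wide, and the highest 4C fragment of each viewpoint. Alternatives were a stricter peak threshold (−log10 q of 10 or more), equal list lengths, other overlaps, distances and numbers of livers, other columns, scalings and matched set sizes, other 4C windows and distances, and leaving out each liver. The test of variability was tried on simulated data. Of 20 simulated sets of 3000 regions with the spread of 20 doubled, 20 passed the test of variability, and of 20 without added spread 1 did.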

Results

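Binding of CTCF, a zinc finger protein that organises chromatin loops, was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in the livers of 8 mice, numbered 1 to 8. Chromatin contacts were measured by circularised chromatin conformation capture (4C-seq) in livers of 5 mice labelled 9 to 13. In 4C-seq, the fragments ligated to a chosen locus, the viewpoint, are sequenced. The 21 samples of the series formed 3 groups, the third being 8 input samples, which were not used here. All mice of an assay formed a single group, so the comparisons are between classes of retrotransposon, between loci and between livers. The retrotransposons were intracisternal A particles (IAPs), endogenous retroviruses flanked by long terminal repeats (LTRs). Variably methylated IAPs (VM-IAPs) differ in DNA methylation between genetically identical mice. Those that do so in all tissues are constitutive (cVM-IAPs) and those restricted to some tissues are tissue-specific (tsVM-IAPs).

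Each liver had its own list of CTCF peaks. The lists held between 39787 summits in liver 5 and 59367 in liver 2, falling in 38352 to 54772 distinct peaks (45980 ± 5681, SD, n = 8). Together the peaks of a liver covered 17.9 to 32.6 Mb. Peak width was similar in all livers, with medians of 432 to 517 bp, and the median fold enrichment of a list was 11.0 to 14.3. Read depth was not used here, and the number of peaks in a list does not stand for it.

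To ask how far the livers shared their CTCF sites, all peaks were merged into 59366 regions. Of these, 34221 held a peak in all 8 livers (57.6%, 95% Wilson interval 57.2 to 58.0%) and 6834 held a peak in a single liver (11.5%). Regions in all livers were stronger and wider than those in a single liver, with a median fold enrichment of 20.3 against 4.45 and a median width of 789 bp against 247 bp. A region spans all peaks merged into it, so that peaks of more livers can only widen it. Liver 2, which had the longest list, contributed 3749 of the single-liver regions, whereas liver 5, which had the shortest, contributed 10. The Jaccard index of covered bases was 0.702 ± 0.064 (SD over 28 pairs of livers) and ranged from 0.544 for livers 2 and 5 to 0.775 for livers 2 and 7. The share of regions in all livers moved most with the definition of overlap. It was 43.0% when a peak had to cover 50% of its region, and 70.1% when every list was reduced to the same number of peaks.

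CTCF occupancy of the IAP classes was then compared, to ask whether CTCF is found more often at VM-IAPs than at other IAPs. An element was called occupied when at least 5 of the 8 livers had a summit inside it or within 500 bp of its edges. By this rule 22 of 51 cVM-IAPs were occupied (43.1%, Wilson interval 30.5 to 56.7%), as were 10 of 26 tsVM-IAPs (38.5%, 22.4 to 57.5%). Of 26 false positive IAPs, candidates whose methylation did not prove variable, 11 were occupied (42.3%, 25.5 to 61.1%). None of 18 k-mer IAPs, which are methylated elements chosen for their sequence similarity to cVM-IAPs, was occupied (upper Wilson limit 17.6%). Shifting the same elements along their chromosomes gave 8.97% occupied for cVM-IAPs, 6.71% for tsVM-IAPs, 7.68% for false positive IAPs and 3.11% for k-mer IAPs. For cVM-IAPs, tsVM-IAPs and false positive IAPs, none of the 10000 shifts reached the observed number (one-sided p of 0.0001, the smallest that so many shifts can give, 0.0002 after Benjamini-Hochberg adjustment over 6 classes).

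Of the 5 pairs of classes tested, only cVM-IAPs and k-mer IAPs differed, by 43.1 percentage points (two-sided Fisher's exact test, p = 0.000313, adjusted p = 0.00156). With summits counted in the outer flanks alone, that difference fell to 11.8 percentage points (Fisher's exact test, p = 0.328, adjusted p = 0.515). With the same exact test, no difference was detected between cVM-IAPs and false positive IAPs (0.830 percentage points, p = 1), between cVM-IAPs and tsVM-IAPs (4.68 percentage points, p = 0.808) or between tsVM-IAPs and false positive IAPs (−3.85 percentage points, p = 1), all with an adjusted p of 1. The study found most tsVM-IAPs variable in B cells but in none of its other tested tissues, which included liver. CTCF was assayed in liver, so that most of this class was compared in a tissue where it is not variable. The rule on livers moved these comparisons of classes most. With a summit in at least 1 liver, 36 of 51 cVM-IAPs, 12 of 26 tsVM-IAPs and 11 of 26 false positive IAPs were occupied, and cVM-IAPs exceeded false positive IAPs by 28.3 percentage points (exact p = 0.0255, adjusted p = 0.0637) and tsVM-IAPs by 24.4 (exact p = 0.0480, adjusted p = 0.0799). The sign of the difference between cVM-IAPs and false positive IAPs turned to −1.36 percentage points when summits had to lie within the element and to −1.13 percentage points without liver 5, and the difference between tsVM-IAPs and false positive IAPs turned to 3.85 percentage points without liver 4. Outside the IAPs, 3 of 15 variably methylated endogenous retroviruses (VM-ERVs) and 1 of 18 tested ERVs that were not variable were occupied (20.0% against 5.56%, exact test, p = 0.308, adjusted p = 0.771). The occupied ERVs had summits inside the element in 0 livers. The difference was 0 percentage points with summits within the element and 1.11 within 250 bp. Within 1000 bp it was 27.8 (exact p = 0.0701, adjusted p = 0.175). The tested ERV that was not variable and was occupied carried a region on chromosome 1 at 51458714 to 51459603, 260 bp from 1700072G22Rik, with a fold enrichment of 35.5 ± 6.41 (SD, n = 8).

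**Figure D1:**
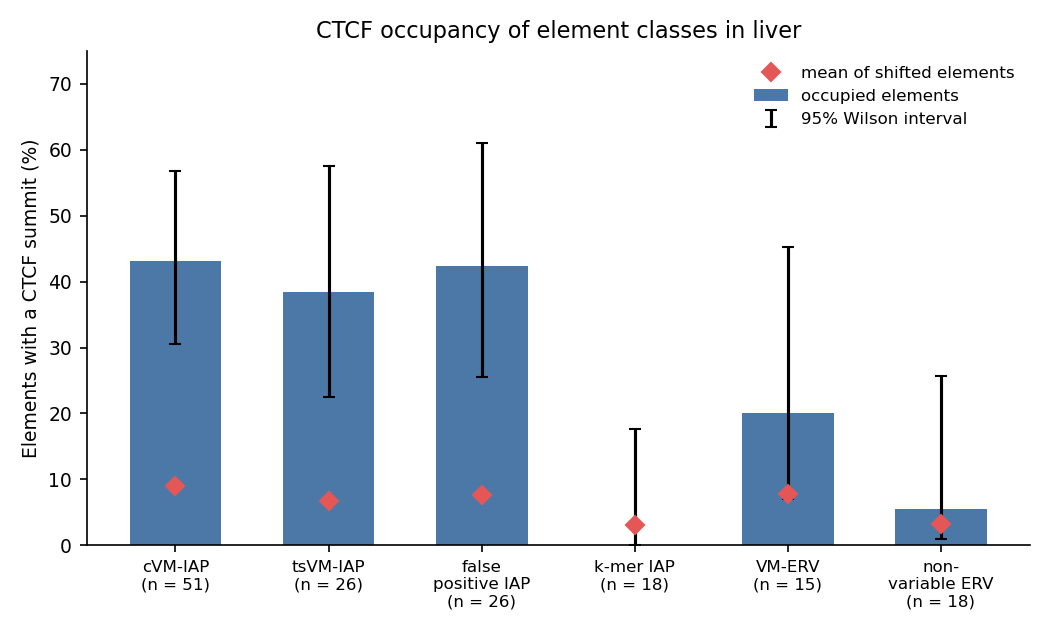
Share of elements of each class with a CTCF summit in at least 5 of 8 livers (%, bars, with 95% Wilson intervals) and the mean share after shifting the elements along their chromosomes (diamonds). The bars of cVM-IAPs (43.1%), tsVM-IAPs (38.5%) and false positive IAPs (42.3%) stand above their shifted means, and no k-mer IAP was occupied.

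The classes held different LTR types. All elements of type IAPEY4 were occupied, at 4 of 4 cVM-IAPs, 5 of 5 tsVM-IAPs and 7 of 7 false positive IAPs. Among elements of the types IAPLTR1 and IAPLTR2, 16 of 42 cVM-IAPs, 3 of 11 tsVM-IAPs, 3 of 8 false positive IAPs and 0 of 18 k-mer IAPs were occupied. Within these 2 types the difference between cVM-IAPs and k-mer IAPs was 38.1 percentage points (Fisher's exact test, p = 0.00131, adjusted p = 0.00523 over 4 pairs).

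Of 8 cVM-IAPs named beforehand because the study assayed them one by one, 5 had a peak in all livers. IAP-Marveld2 had a peak in 8 livers on chromosome 13 at 100594032 to 100594434 (GRCm38), 1740 bp from Marveld2, with a fold enrichment of 9.57 ± 2.94 (SD, n = 8). The peak at IAP-Rnf157, in an intron of Rnf157 on chromosome 11 at 116388647 to 116389711, reached 16.7 ± 3.18 (n = 8). At IAP-Rab6b, on chromosome 9 at 103108367 to 103108807 and 3189 bp from Rab6b, it was 10.8 ± 2.43 (n = 8). IAP-Pink1 (chromosome 4, 138327145 to 138327590, 1064 bp from Pink1) and IAP-Mbnl1 (chromosome 3, 60494900 to 60495261, in an intron of Mbnl1) had 9.41 ± 2.67 and 9.25 ± 2.01 (n = 8 each). Fewer livers had a peak at IAP-Tfpi (chromosome 2, 84504886 to 84505397, in an intron of the lincRNA Gm13710), where 7 livers gave 9.98 ± 4.96. IAP-Tfec (chromosome 6, 16360054 to 16360393, intergenic) had a peak in 6 livers at 6.12 ± 1.12, and IAP-Eps8l1 (chromosome 7, 4460520 to 4460864, in an intron of Eps8l1) in 5 livers at 7.38 ± 2.50. The false positive IAP-Ear1 had a far higher fold enrichment, at 43.3 ± 7.36 (n = 8), taking the stronger of its 2 regions in each liver. The region with the higher mean, 41.7 ± 7.74, was on chromosome 14 at 43803959 to 43805015 in an intron of the lincRNA AC154806.1. The nearest CTCF region to the viewpoint at IAP-Dst, an IAP that is not variable, lay 62275 bp away and held a peak in 8 livers. IAP-Bex6 and IAP-P4ha1, which the study also assayed but which were added here only after their values were seen, had a summit in 0 livers.

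To set cVM-IAPs against IAPs throughout the genome, LTR copies resembling those of the listed elements were located in the reference by sequence. This gave 11556 copies, of which 11402 lay outside all listed elements. Only 92 of these 11402 copies were occupied (0.807%, Wilson interval 0.658 to 0.988%), so that cVM-IAPs exceeded them by 42.3 percentage points (Fisher's exact test, two-sided, p = 1.32e-31). Whole elements are longer than single LTR copies, so the units differ. With the LTR copies inside cVM-IAPs in place of elements, 22 of 70 were occupied (31.4%), a difference of 30.6 percentage points. The difference was smallest, at 29.0 percentage points (exact p = 9.84e-23), when summits had to lie within the element or copy. Of the 92 occupied copies, 53 were of type IAPEY4 (57.6%). The share occupied was 53 of 120 for IAPEY4 (44.2%), 17 of 3472 for IAPLTR1 (0.490%) and 8 of 1048 for IAPLTR2 (0.763%). Compared within the type of the best query, LTR copies inside cVM-IAPs were occupied more often for IAPLTR1 (10 of 35, exact test, p = 1.81e-14, adjusted p = 5.43e-14) and for IAPLTR2 (7 of 27, exact test, p = 1.55e-08, adjusted p = 2.33e-08). The 5 of 6 IAPEY4 copies in cVM-IAPs did not differ detectably from the rest of that type (exact test, p = 0.0937). These are not pure types, since copies of type IAPLTR1a had no query of their own and fell under another type. Both LTRs of an element also count as independent copies here.

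A CTCF motif was learned from the 2000 strongest summits and had the consensus CTGTGGCCACCAGGGGGCGC. It matched 77.0% of those summits and 12.8% of all LTR copies, at a threshold passed by 1.00% of shuffled LTR copies. Of the 49 cVM-IAPs with an LTR copy, 38 had a match and 11 did not. Outside the listed elements, few LTRs of the types IAPLTR1 and IAPLTR2 were occupied even with a match. There, 13 of 1198 copies with a match were occupied (1.09%, Wilson interval 0.635 to 1.85%), against 16 of 50 in cVM-IAPs (32.0%, 20.8 to 45.8%), 3 of 8 in tsVM-IAPs, 3 of 9 in false positive IAPs and 0 of 11 in k-mer IAPs. For IAPEY4 copies outside the listed elements the motif went with occupancy, at 39 of 44 copies with a match (88.6%) against 14 of 76 without (18.4%).

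**Figure D2:**
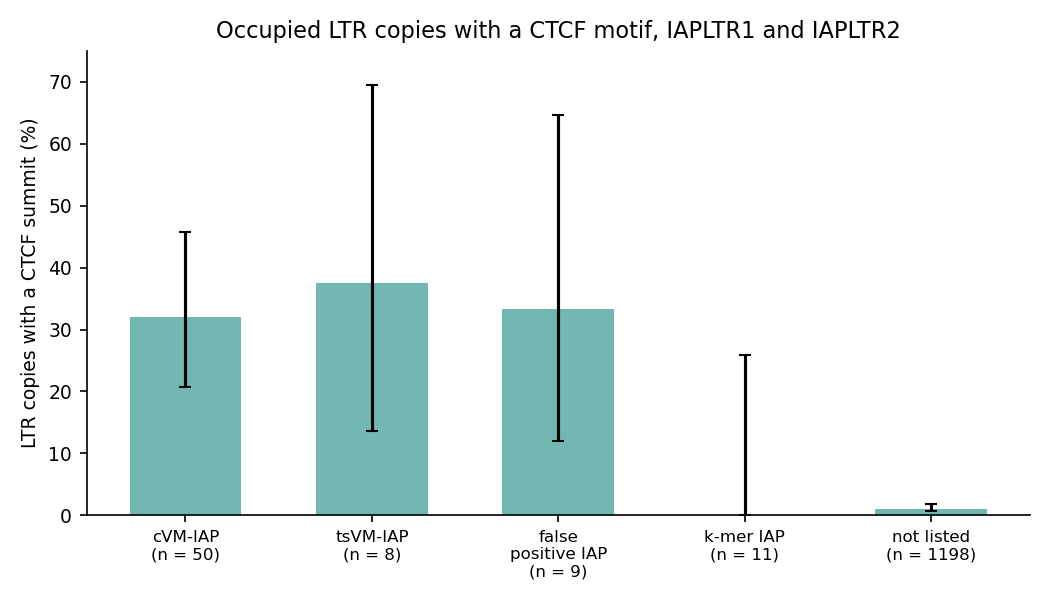
Share of IAPLTR1 and IAPLTR2 copies with a CTCF motif match that were occupied in at least 5 of 8 livers (%, bars, with 95% Wilson intervals), by the class of the element that holds the copy. Copies outside the listed elements stand at 1.09%, against 32.0% for cVM-IAPs. Types are those of the best query, and both LTRs of an element count as independent copies.

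Peak strength at cVM-IAPs was set against that of all CTCF sites. Over 17 cVM-IAPs with a region in all livers, the median percentile of the mean fold enrichment among the 34221 shared regions was 41.2, within the range of random draws of as many regions (27.9 to 72.1, permutation test with 100000 draws, two-sided p = 0.458). Taking regions in 5 or more livers moved it most, to 37.8 (permutation p = 0.228). The cVM-IAPs with IAPLTR1 or IAPLTR2 had a median fold enrichment of 10.6 (n = 11, median percentile 21.3) and those with other LTR types 24.6 (n = 6, median percentile 59.3). Reads that are not unique were removed, which can lower fold enrichment at an element. Whether this loss differs between LTR types was not tested, so these values need not rank binding itself. For 8 tsVM-IAPs the median percentile was 82.0 and for 8 false positive IAPs it was 85.9. The strongest cVM-IAP regions were at IAP-2610035D17Rik (45.8 ± 9.63, in an intron of that lincRNA on chromosome 11 at 113172051 to 113173371), IAP-Mucl1 (39.8 ± 9.33, chromosome 15, 103766583 to 103767705) and IAP-Sfpq (36.2 ± 8.51, chromosome 4, 127015452 to 127016299). At IAP-2610035D17Rik and IAP-Sfpq the summits lay in the flanks, inside the element in 0 livers. In IAP-Sfpq liver 6 stood apart, with a centred log2 fold enrichment of −0.0666 against 0.74 to 1.16 in the other livers. Among tsVM-IAPs the highest fold enrichments were 47.3 ± 9.24 at IAP-Hunk, 47.3 ± 13.7 at IAP-Apol7e and 41.7 ± 8.36 at IAP-Mrs2, and among false positive IAPs 44.4 ± 5.91 at IAP-Scgb2b27, 43.3 ± 7.36 at IAP-Ear1 and 42.9 ± 7.54 at IAP-Cyp4f18 (SD, n = 8 each), all of type IAPEY4. These are values of elements. Where an element had more than 1 region, each liver counted with its stronger one. By single region, IAP-1700049G17Rik (41.1) and IAP-Mrgprb5 (39.6) stood above IAP-Cyp4f18 (39.3).

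Whether CTCF binding varies between individuals at cVM-IAPs was asked with the SD over livers of centred log2 fold enrichment. The spread depends on the mean, so that each region was ranked among the 200 shared regions nearest to it in mean. The 19 cVM-IAP regions in all livers had a median SD of 0.28 and a median percentile of 57.5. This did not differ from random draws of matched regions (28.8 to 71.2, permutation test with 100000 draws, two-sided p = 0.503), nor did the 9 regions of tsVM-IAPs (66.5, permutation p = 0.291) or the 12 of false positive IAPs (35.2, p = 0.269), with adjusted p-values of 0.503, 0.436 and 0.436 over the 3 classes. At least the 90th percentile was reached by 5 of the 19 regions, where 1.90 would be reached by chance. Of 200 simulations with the spread of all 19 regions multiplied by 1.5, 94.5% passed the threshold, and 49.5% did when 0.25 of the spread was added. This test leaves out elements without a peak in some livers. Of 36 cVM-IAPs with a summit in any liver, 17 had one in all. With regions in 5 or more livers the median percentile was 62.5 (permutation p = 0.197). The result depended on the column used. With −log10 p in place of fold enrichment the median percentile was 81.5 and lay outside the draws (permutation p = 0.00210).

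The most variable cVM-IAP regions were those at IAP-Marveld2 (percentile 98.0), IAP-Nrros (98.0; 10.6 ± 3.15, n = 8, in an intron of Nrros on chromosome 16 at 32147813 to 32148271) and IAP-Olfr161 (97.5; 14.7 ± 4.39, n = 8, intergenic on chromosome 16 at 3632796 to 3633714, with summits inside the element in 0 livers). The least variable were at IAP-Gm5936 (4.00; 24.6 ± 4.34, n = 8, on chromosome X at 74879887 to 74880706), IAP-Mbnl1 (12.5) and a region of IAP-1700030C10Rik (29.5; 16.4 ± 3.23, n = 8, on chromosome 12 at 20852519 to 20853293).

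**Figure D3:**
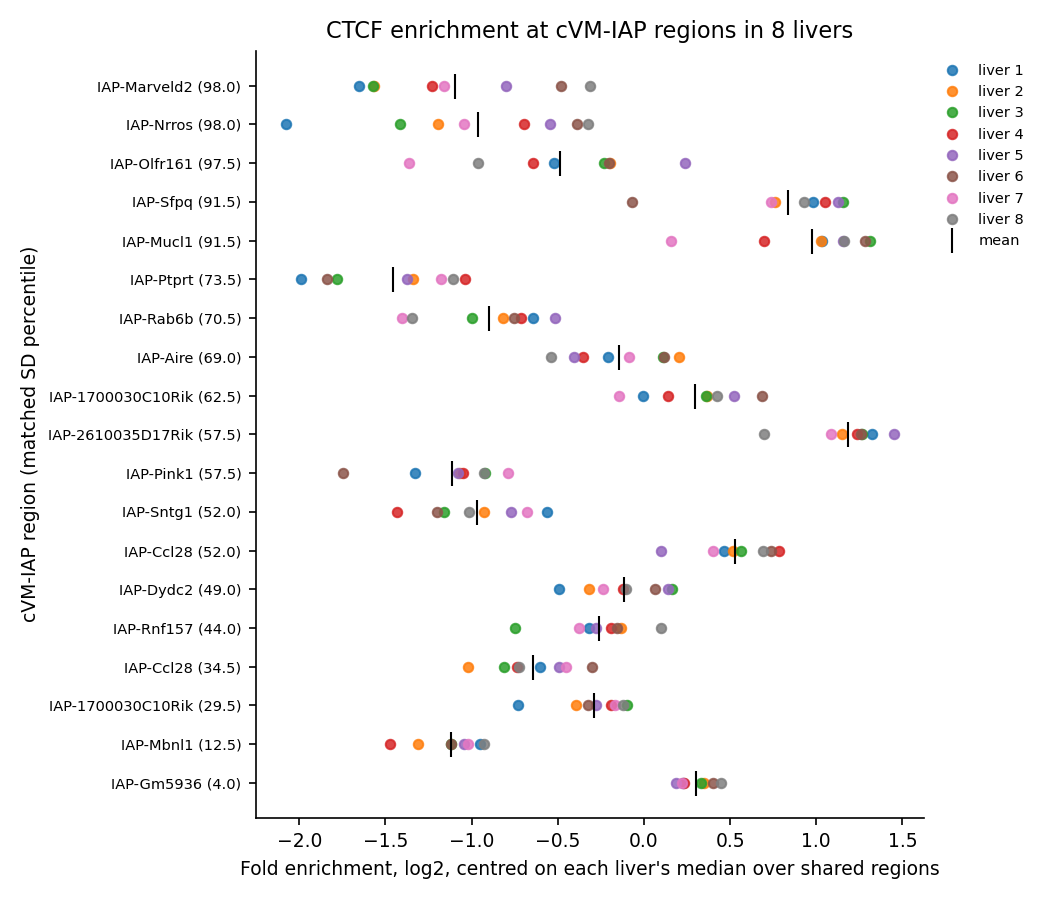
Fold enrichment of CTCF at 19 cVM-IAP regions in 8 livers (log2, centred on each liver's median over shared regions, 1 point per liver, bar at the mean), ordered by the percentile of their SD among matched regions. The regions range from the 98.0th percentile at IAP-Marveld2 and IAP-Nrros to the 4.00th at IAP-Gm5936.

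The livers did not fall in a detectable common order across the 19 cVM-IAP regions. Kendall's coefficient of concordance W was 0.0764 (one-sided permutation test with 100000 resamples over 8 livers, p = 0.179). Without centring, W was 0.328 (permutation p of 1e-05, the smallest that the resamples can give). For comparison, the median log2 fold enrichment over shared regions differed between livers, from 3.93 in liver 5 to 4.66 in liver 7.

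Among the 171 pairs of these regions, singled out after the values were seen, the livers fell in the most similar order at IAP-Marveld2 and IAP-Nrros. The Spearman correlation of centred log2 fold enrichment was 0.976 (8 livers, exact permutation p = 0.000397, two-sided, adjusted p = 0.0679 over 171 pairs) and the Pearson correlation 0.879 (exact permutation p = 0.00315, two-sided). Without livers 8 and 6 the Pearson correlation was 0.841. No pair had an adjusted p under 0.05, and the next highest Spearman correlation was 0.810.

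**Figure D4:**
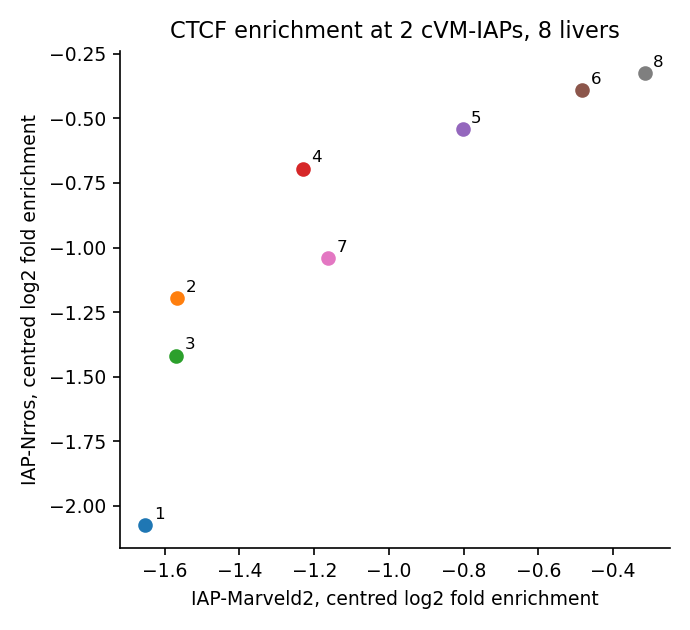
Centred log2 fold enrichment of CTCF at IAP-Marveld2 and IAP-Nrros, 1 point per liver, numbered. The Spearman correlation over the 8 livers was 0.976.

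Genome-wide, the most variable regions with a mean above the median were not at listed elements. A region in an untranslated region of Fignl1 (chromosome 11, 11808520 to 11809422) had an SD of 0.74 on the log2 scale and a fold enrichment of 26.3 ± 10.4 (SD, n = 8), with a centred log2 value of −1.33 in liver 8 against −0.12 to 0.89 in the others. One in an untranslated region of Ccbe1 (chromosome 18, 66291089 to 66292458) had an SD of 0.68 and 60.04 ± 21.1 (n = 8). The third lay 93 bp from Srp9 (chromosome 1, 182124135 to 182125153) and had an SD of 0.67 and 59.4 ± 15.5 (n = 8), with a centred log2 value of −0.0596 in liver 7 against 1.45 to 2.05 in the others.

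For 4C-seq, 25 libraries were deposited, from 5 viewpoints in each of 5 livers. The viewpoints were the lowly methylated IAP-Marveld2 and IAP-Tfec, the highly methylated IAP-Pink1 and IAP-Mbnl1, and IAP-Dst. The values are the share of a library's signal on each restriction fragment within 2 Mb of the viewpoint. They are given here in ppm, parts in 1000000 of that signal. Read depth was not used, but their resolution differed. In 23 libraries the smallest value above 0 was 0.409 to 9.93 ppm and 2.67 to 26.8% of fragments were at 0. In liver 11 it was 230 ppm for IAP-Marveld2, with 37.7% of fragments at 0, and 165 ppm for IAP-Mbnl1, with 39.9% at 0.

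Interactions were compared between lowly and highly methylated viewpoints in the 400 kb around each, leaving out fragments within 5 kb. With 5 livers the smallest two-sided p of the exact sign-flip permutation test is 0.0625, so that no difference could pass 0.05. The share of fragments with signal was 94.4% at the lowly and 96.2% at the highly methylated viewpoints, a difference of −1.81 ± 1.83 percentage points (SD, n = 5). The share of signal beyond 50 kb was 54.2% and 55.6%, a difference of −1.43 ± 0.796 percentage points (n = 5). Mean signal was 999 and 926 ppm, a difference of 73.4 ± 34.3 ppm (n = 5). This last difference follows from the scaling. The values of a library sum to 1, so that the mean over all fragments within 2 Mb is fixed by their number, at 474 ppm for the lowly and 352 ppm for the highly methylated viewpoints. Divided by that mean, a scaling chosen after the data were seen, the signal was 2.11 and 2.64, a difference of −0.529 ± 0.079 (n = 5) that was negative in 5 of 5 livers (exact p = 0.0625, adjusted p = 0.0625). Each of the 3 differences first given had the same sign in 5 of 5 livers (exact p = 0.0625 and adjusted p = 0.0625 for each of the 3 measures). With the reach set at 100 kb, the sign of the difference in signal beyond it changed, to 1.57 percentage points (exact p = 0.188). Single viewpoints differed by more than the groups. The share of signal beyond 50 kb was 56.6 ± 2.73% at IAP-Marveld2, 51.8 ± 3.65% at IAP-Tfec, 46.0 ± 1.92% at IAP-Pink1, 65.2 ± 3.73% at IAP-Mbnl1 and 44.7 ± 2.28% at IAP-Dst (SD, n = 5 each). Dividing the 4 variable viewpoints in other ways gave larger differences in this share, of −7.22 ± 1.78 percentage points for IAP-Marveld2 and IAP-Pink1 against the other 2 and 12.0 ± 3.95 percentage points for IAP-Marveld2 and IAP-Mbnl1 against the other 2, each with the same sign in 5 of 5 livers.

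**Figure D5:**
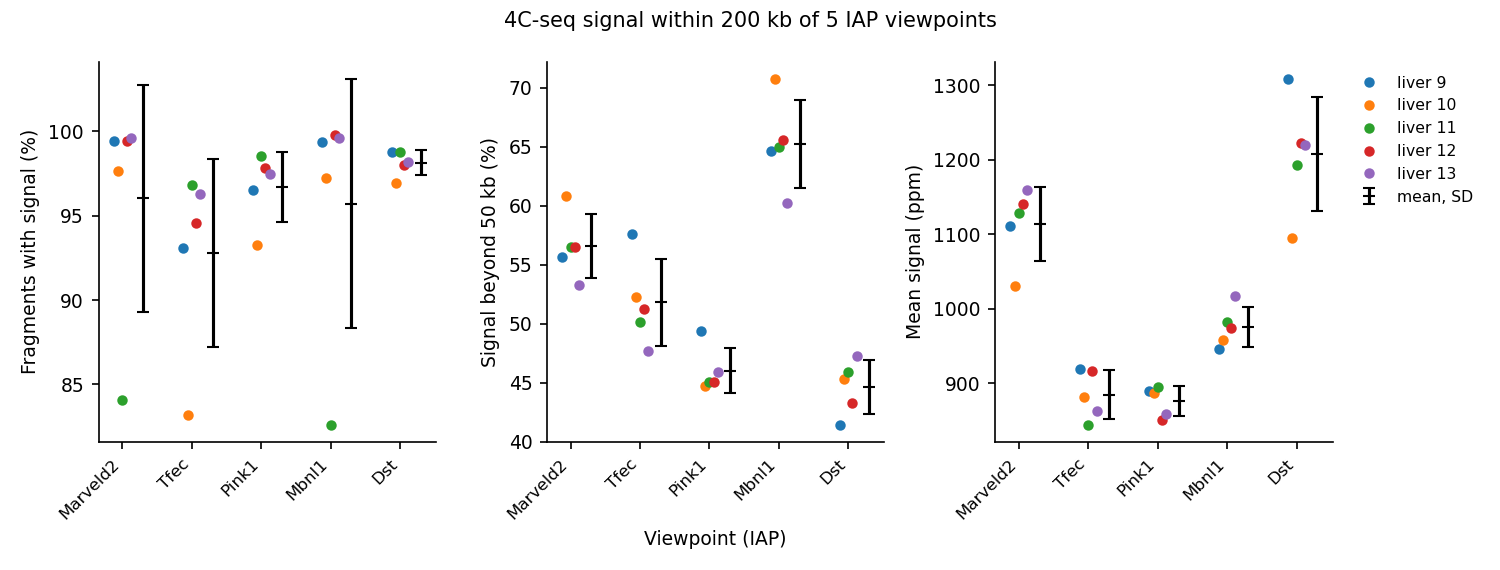
Share of fragments with signal (%), share of signal beyond 50 kb (%) and mean signal (ppm) within 200 kb of 5 viewpoints, 1 point per liver with the mean and SD beside them. Axes do not start at 0. IAP-Mbnl1 had the highest share of signal beyond 50 kb (65.2%). Mean signal depends on the number of fragments of a viewpoint and does not rank the viewpoints.

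The similarity of interaction profiles between livers was described by the Spearman correlation across fragments, which are not independent replicates. Averaged over pairs of livers, it was 0.339 ± 0.064 at IAP-Tfec, 0.458 ± 0.032 at IAP-Dst, 0.524 ± 0.100 at IAP-Mbnl1, 0.527 ± 0.086 at IAP-Marveld2 and 0.535 ± 0.020 at IAP-Pink1 (SD over pairs). The median SD of a fragment over livers was 748 ppm at IAP-Dst, 691 ppm at IAP-Marveld2, 649 ppm at IAP-Tfec, 540 ppm at IAP-Pink1 and 497 ppm at IAP-Mbnl1. The SD rises with the mean, which differs between viewpoints. The median coefficient of variation gave another order, of 1.28 at IAP-Tfec, 1.19 at IAP-Pink1, 1.16 at IAP-Marveld2, 1.12 at IAP-Dst and 0.978 at IAP-Mbnl1. The SDs in ppm depended on the window, and at IAP-Dst the value was 1031 ppm within 100 kb and 473 ppm within 500 kb. Setting values below the step of liver 11 to 0 lowered the correlation at IAP-Marveld2 to 0.405 and at IAP-Mbnl1 to 0.437, a setting chosen after the resolution of the libraries was seen.

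The signal on fragments overlapping CTCF regions was compared with that of other fragments at the same distance, using CTCF regions found in all 8 ChIP-seq livers. At IAP-Pink1 the 35 CTCF fragments had 1593 ppm and the others 1345 ppm, a difference of 249 ± 120 ppm (SD, n = 5) that was positive in 5 of 5 livers (exact sign-flip test, two-sided, p = 0.0625, adjusted p = 0.156 over 5 viewpoints). Matching also on fragment length, chosen after the data were seen, left 125 ± 169 ppm (n = 5, positive in 3 of 5 livers, exact p = 0.25). At IAP-Tfec the difference was −321 ± 229 ppm (n = 5, negative in 5 of 5 livers, exact p = 0.0625, adjusted p = 0.156), from only 3 fragments. IAP-Marveld2 (127 ± 253 ppm, 13 fragments), IAP-Mbnl1 (−74.9 ± 442 ppm, 9 fragments) and IAP-Dst (−136 ± 210 ppm, 15 fragments) differed by less than their spread between livers. The largest move was at IAP-Mbnl1, where the difference became 657 ppm (exact p = 0.0625) when fragments within 2 kb of a CTCF region were counted.

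At each viewpoint, the fragment with the highest mean signal outside 5 kb varied between livers. For IAP-Mbnl1 it was at 60486714 to 60488267 on chromosome 3, 7.40 kb from the viewpoint in an intron of Mbnl1, with 16549 ± 10111 ppm (SD, n = 5) and a range from 1494 ppm in liver 10 to 28747 ppm in liver 13. For IAP-Marveld2 it was at 100580671 to 100581042 on chromosome 13, 13.3 kb from the viewpoint and 253 bp from a CTCF region, with 11948 ± 3422 ppm (n = 5). The highest fragments had 10672 ± 5441 ppm for IAP-Tfec (chromosome 6, 16350327 to 16351138), 9973 ± 6980 ppm for IAP-Dst (chromosome 1, 34362146 to 34362583) and 8392 ± 5686 ppm for IAP-Pink1 (chromosome 4, 138332455 to 138332904, 2649 bp from a CTCF region). The same fragment was the highest in 3 of 5 livers for IAP-Marveld2 and IAP-Mbnl1, in 2 for IAP-Tfec and IAP-Pink1, and in 1 for IAP-Dst.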

Values the study reported

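The study described 51 cVM-IAPs and 26 tsVM-IAPs. It placed the CTCF motif in around 10% of IAP LTRs and counted 5 cVM-IAPs that lack it. An inverse correlation of CTCF binding with DNA methylation was given for 6 of 7 cVM-IAPs examined.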

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

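In this part the look at liver 6 in other listed regions was chosen after its result was seen, and the reading of 4C-seq livers at the coarsest step after the coarse steps were seen. A value is listed here when 1 liver lay far from the others of its group, measured by its gap to the nearest liver over the range of all. Of 55 groups of livers tested this way, 13 had such a value, where chance gives about 1 in 20, or 2.75, for independent and normally distributed values. These groups are not independent, since the genome-wide regions were named for their spread and 2 measures of the same 4C-seq libraries overlap. The rate also does not hold for fold enrichment, as 15.2% of all 34221 shared regions had a liver as far apart by the same measure. The 19 cVM-IAP regions had 2 such values, no more than the 2.88 that this share gives (0.95 at 1 in 20). All livers of an assay form a single group, so no biological explanation could be tested for any of these values.

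Liver 2 had 3749 regions found in no other liver, against 10 to 1282 in the other livers. It also had the longest list, of 54772 peaks. With the same number of peaks kept in every liver, 348 regions were in liver 2 alone, within the 256 to 721 of the others. A list made longer by the shared threshold may therefore account for the excess. What made the list longer stays open.

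At the IAP-Sfpq region, liver 6 had a centred log2 fold enrichment of −0.0666, against 0.74 to 1.16 in the other livers, a deviation of −1.03 from them. This region was 1 of 19 examined in 8 livers. Only 0.5% of 200 regions of like mean had liver 6 as low, but the region was picked for its low liver, so that this share does not exclude a difference of the whole library. Liver 6 was the lowest at 7 of 44 listed regions, as was liver 1, against 4 to 6 for the other livers. Among them were other strong regions, with 0.105 against 0.866 to 1.13 at the IAP-Ear1 region starting at 43811905, 0.187 against 0.582 to 1.33 at IAP-Nelfa and 0.128 against 0.565 to 0.814 at the IAP-Mrs2 region starting at 25014991, whereas at the other IAP-Ear1 region liver 6 was the highest (1.21). It lay far below the others, by the measure used here, at 3 of 44 listed regions, against 0 to 2 for the other livers. A change of the whole neighbourhood would be seen nearby, but the median deviation of liver 6 over the 26 shared regions within 500 kb was −0.0174, which excludes it as the whole cause. A difference of the library at such regions, a local change and an error in a single peak call cannot be told apart.

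At the region of IAP-1700030C10Rik starting at 20852519, liver 1 had −0.73, against −0.39 to −0.10 in the others. Liver 1 was as low at 10.5% of 200 regions of like mean, so that ordinary variation of its library could account for this value.

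The genome-wide regions in Fignl1 and near Srp9 were named for their large spread, so that a liver far from the others is no surprise there. In Fignl1, liver 8 had −1.33 against −0.12 to 0.89. None of 200 regions of like mean (0%) had it as low, and its median deviation over 15 regions within 500 kb was −0.0606. Near Srp9, liver 7 had −0.0596 against 1.45 to 2.05. None of 200 matched regions (0%) had it as low, and its median deviation over 24 regions within 500 kb was 0.12. A change of the neighbourhood as a whole is therefore excluded as the whole cause of either value. That no matched region was as low follows largely from the way these regions were picked, so that a difference of the library, a local change in that liver and an error in a single peak call cannot be told apart.

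In 4C-seq, liver 11 had fewer fragments with signal than the other livers. The share was 84.1% for IAP-Marveld2 (97.6 to 99.6% in the others) and 82.6% for IAP-Mbnl1 (97.2 to 99.8%). Its fragments at 0 over the whole 2 Mb on each side made up 37.7% (2.97 to 10.3%) and 39.9% (2.67 to 8.28%). These are the 2 libraries whose values come in coarse steps. When the other livers were read at the step of liver 11, at most 61.2% of their fragments had signal for IAP-Marveld2 and at most 65.3% for IAP-Mbnl1. Setting values to 0 can only lower these shares, and they fell well below the 84.1% and 82.6% of liver 11. A cut at the step sets every smaller value to 0, which is not how values in few steps are spread, so this test cannot decide. The mean over all fragments within 2 Mb was 472 ppm for IAP-Marveld2 and 387 ppm for IAP-Mbnl1. The steps of liver 11 were 230 and 165 ppm, so that few steps were spread over many fragments. Coarse values therefore stay a possible cause of its missing fragments. What made these libraries coarse was not tested.

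For IAP-Tfec, liver 10 had 83.2% of fragments with signal (93.1 to 96.8% in the others) and 26.8% at 0 over the whole window (7.47 to 12.4%). Its step was the coarsest of this viewpoint, at 9.93 ppm. Read at that step, the other livers had 73.6 to 87.4% of fragments with signal, a range that holds the value of liver 10. Its coarser values are therefore not excluded as the cause. Setting values to 0 can only lower these shares, however, so that the cause cannot be said.

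For IAP-Pink1, liver 9 had 49.4% of its signal beyond 50 kb, against 44.7 to 45.9% in the others. Without its highest fragment there (6882 ppm) the share was still 48.6%, against 44.6 to 45.9%, so that 1 fragment of high signal is excluded as the whole cause. A difference spread over many fragments stays open.

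For IAP-Mbnl1, liver 13 had 710 ppm more signal on CTCF fragments than on others, against −343 to −217 ppm in the other livers. Without the CTCF fragment of highest signal in liver 13 (5160 ppm, 20.0 kb from the viewpoint), its difference was still 542 ppm, against −375 to −73.1 ppm. A single fragment is therefore excluded as the whole cause. With 9 CTCF fragments at this viewpoint, a few others stay open.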

How the results depend on the processing

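The alternatives chosen after the data were seen were the LTR copies alone, 1 region per element and IAPLTR1 and IAPLTR2 alone (these 2 for variability), the coarsest 4C step of each viewpoint as its floor, 4C means divided by the mean over all fragments, and matching on fragment length. Of 298 values under an alternative, 234 kept their direction and side of the threshold or moved by less than their spread, 41 moved, 20 reversed, 2 became stronger and 1 weaker. The tests of 4C-seq could not pass 0.05 under any of them, so that their side of the threshold was fixed, and a value can keep its side and still move far. Where a value changed, the cause was not tested unless stated. No paired analysis was possible because the ChIP-seq and input samples share the numbers 1 to 8 but no processed input file was used here, and the 4C-seq livers have the numbers 9 to 13. Within 4C-seq, every difference was taken within a liver.

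The share of regions in all livers was 61.7% with a −log10 q of 10 or more, 70.1% with equal numbers of peaks, 43.0% when a peak had to cover 50% of its region, and 58.1 to 61.4% without 1 liver. With fewer lists, more regions are in all of them by construction. The mean Jaccard index stayed at 0.693 to 0.715 without 1 liver.

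For occupancy, with summits within 0 bp, cVM-IAPs fell below false positive IAPs and below tsVM-IAPs (−1.36 percentage points each), and within 250 bp below false positive IAPs (−3.09). tsVM-IAPs exceeded false positive IAPs with at least 1 liver (3.85), where cVM-IAPs exceeded false positive IAPs by 28.3 (exact p = 0.0255, adjusted p = 0.0637) and tsVM-IAPs by 24.4 (exact p = 0.0480, adjusted p = 0.0799). Leaving out 1 liver gave −1.13 to 12.4 for cVM-IAPs against false positive IAPs (negative without liver 5), 2.71 to 12.4 against tsVM-IAPs, and −3.85 to 3.85 for tsVM-IAPs against false positive IAPs (positive without liver 4). The excess over k-mer IAPs fell to 11.8 (exact p = 0.328, adjusted p = 0.515) in the outer flanks alone. The excess over unlisted LTR copies held under all 5 alternatives (two-sided exact p from 3.46e-30 to 9.84e-23), and peak strength did not differ detectably from random draws under 2 alternatives.

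Variability at cVM-IAPs passed the threshold only with −log10 p (81.5, permutation p = 0.00210), and was 51.0 to 65.5 without 1 liver. The order of livers passed it only when not centred (W of 0.328, permutation p of 1e-05, the smallest possible), since centring removes differences between whole libraries.

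In 4C-seq, the difference in signal beyond reach became 1.57 percentage points with a reach of 100 kb (exact p = 0.188). Mean signal divided by the mean over all fragments reversed, to a difference of −0.529 (exact p = 0.0625), since the number of fragments fixes the mean of a viewpoint. The largest moves without a change of sign were −7.18 percentage points for fragments with signal with the floor, and −4.43 for signal beyond reach with a window of 100 kb. The floor differed between viewpoints, at 230 ppm for IAP-Marveld2, 9.93 for IAP-Tfec, 4.28 for IAP-Pink1 and 165 for IAP-Mbnl1. The 2 groups were therefore cut at unlike values, and the −7.18 does not compare them at a common floor. Without 1 liver, where the smallest exact p is 0.125, the differences were −2.22 to −1.06 (fragments with signal) and −1.70 to −1.15 percentage points (beyond reach) and 62.9 to 83.6 ppm (mean).

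The median SD depended on the window. Within 100 kb it was 939 (IAP-Marveld2), 767 (IAP-Tfec), 743 (IAP-Pink1), 667 (IAP-Mbnl1) and 1031 ppm (IAP-Dst), and within 500 kb 480, 488, 336, 330 and 473 ppm. Without 1 liver it was 543 to 617 (IAP-Tfec), 471 to 559 (IAP-Pink1), 397 to 539 (IAP-Mbnl1), 630 to 683 (IAP-Dst) and 622 to 751 ppm (IAP-Marveld2). The Spearman correlation was 0.408 (IAP-Tfec), 0.579 (IAP-Pink1) and 0.491 (IAP-Dst) within 100 kb, 0.454 (IAP-Pink1) within 500 kb, and 0.405 (IAP-Marveld2) and 0.437 (IAP-Mbnl1) with the floor.

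The difference at CTCF fragments reversed most often. Within 2 kb it was 320 (IAP-Tfec), 657 (IAP-Mbnl1) and 133 ppm (IAP-Dst), and within 5 kb −99.7 (IAP-Marveld2), 52.8 (IAP-Tfec), 571 (IAP-Mbnl1) and 36.9 ppm (IAP-Dst). Measured as the share of fragments with signal it was −0.854 (IAP-Marveld2), −0.482 (IAP-Pink1), 5.08 (IAP-Mbnl1) and 2.59 percentage points (IAP-Dst). Matched on length it was 31.5 ppm at IAP-Mbnl1. Leaving out 1 liver reversed none but moved the values widely, to −271 to −7.83 ppm at IAP-Mbnl1 (lowest without liver 13), 34.3 to 197 at IAP-Marveld2 (lowest without liver 12), −185 to −46.3 at IAP-Dst (nearest 0 without liver 13), 204 to 279 at IAP-Pink1 and −372 to −250 at IAP-Tfec.

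Read depth was not used for either assay. Whether depth limits which weak peaks enter a list, and so sharing between livers and occupancy of weakly bound elements, was therefore not tested. In 4C-seq, the step of the values differs most in the 2 coarse libraries of liver 11. Whether it limits the share of fragments with signal there could not be said.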

Other observations

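In this part the tests of LTR type and motif, of false positive IAPs within LTR types (planned as an alternative, and used for this question later), of the k-mer intervals, of the matched pairs and chance for IAP-Marveld2 and IAP-Nrros, of fragment length, and of the class difference in −log10 p were chosen only after the result was seen. Where a pattern stays unexplained, no biological explanation was tested, since no methylation value of these livers was used here.

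The 22 occupied LTR copies of cVM-IAPs exceeded what LTR type, taken as that of the best query, and motif account for. As many unlisted copies with the same type and motif status held a mean of 3.11 occupied copies and at most 8 in 10000 draws (one-sided permutation p of 0.0001, the smallest possible). Reads that map to several near-identical copies would be lost, which could lower the occupancy seen at common copies. Among IAPLTR1 and IAPLTR2 copies with a motif match and no near-identical copy, however, 4 of 194 unlisted ones (2.06%) and 3 of 13 in cVM-IAPs (23.1%) were occupied (Fisher's exact test, p = 0.00591). Neither explanation, tested with copies taken as independent, is the whole cause. The excess was not particular to cVM-IAPs. Among all IAPLTR1 and IAPLTR2 copies with a match, 3 of 8 in tsVM-IAPs and 3 of 9 in false positive IAPs were occupied. Unlisted copies gave 13 of 1198 and k-mer IAPs 0 of 11. That cVM-IAPs, tsVM-IAPs and false positive IAPs differ in chromatin from other IAPs stays open as a hypothesis.

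With summits in at least 5 livers, false positive IAPs were occupied as often as cVM-IAPs. If the mix of LTR types were the cause, they would fall below cVM-IAPs within a type. Among IAPLTR1 and IAPLTR2 elements cVM-IAPs exceeded them by 0.595 percentage points (16 of 42 against 3 of 8, Fisher's exact test, p = 1), and IAPEY4 was occupied at every element of both classes. With only 8 such false positive IAPs, an effect of the mix and none cannot be told apart. With a summit in at least 1 liver cVM-IAPs were occupied more often, by 28.3 percentage points (Fisher's exact test, p = 0.0255, adjusted p = 0.0637). LTR copies of cVM-IAPs alone (17 of 62 of the types IAPLTR1 and IAPLTR2) also exceeded the 0 of 18 in k-mer IAPs (Fisher's exact test, p = 0.00914). This argues against the shorter interval listed for k-mer IAPs as the whole cause of their lack of CTCF. The test counts both LTRs of a full-length cVM-IAP as independent, whereas a k-mer IAP is listed by a single LTR, so that its p can be too low.

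The order of livers at IAP-Marveld2 and IAP-Nrros was nearly the same. Of pairs of matched regions, 0.025% had a Spearman correlation as high, but this pair was picked as the highest of 171, so that this share does not exclude a difference in library enrichment. The closest LTRs of the 2 elements were 92.5% identical, which argues against shared reads. Chance among all 171 pairs stays open. The highest absolute correlation among them was as large in a share of 0.0618 of permutations (two-sided), and the highest positive one in 0.0331 (one-sided, run first). The two-sided form was adopted after the one-sided value was seen.

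The higher signal at CTCF fragments of IAP-Pink1 (249 ppm) may come in part from longer fragments. Matching on length left 125 ppm, smaller than its SD between livers of 169 ppm, and lowered the value in 5 of 5 livers.

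The spread of −log10 p at cVM-IAP regions was high (median percentile 81.5) where that of fold enrichment was not. In tsVM-IAP and false positive IAP regions together it was 62.0 and did not differ from random draws (permutation p = 0.254). The difference between classes of 19.5 points had a permutation p of 0.120 (two-sided), so that a property of cVM-IAPs and one of peaks at IAPs of every class cannot be told apart with 19 and 21 regions. This test of the class difference replaced the comparison with draws after the latter was seen.

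Of the 49 cVM-IAPs with an LTR copy, 11 had no motif match at the threshold used here. This number is higher than the one quoted from the study.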
